A study of Homo sapiens with 8 samples. Its data were reported in "KH-type splicing regulatory protein is involved in esophageal squamous cell carcinoma progression" (2017).

How the data were processed

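Messenger RNA was measured on 8 one-colour Agilent arrays in KYSE850, an established human cell line from an esophageal squamous cell carcinoma. Per the labels, 4 arrays came from cells given a control siRNA and 4 from cells given siRNA against KHSRP, which encodes an RNA-binding protein. An siRNA is a short RNA that lowers the mRNA it matches. The labels do not say which KHSRP siRNA went onto which array. Samples were grouped by their labels, and no sample was left out.

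The authors scanned each array and extracted each spot with Agilent Feature Extraction 11.5.1.1, so that the deposited scanner values are in units of linear fluorescence intensity. Per the file headers, the processed signal was background-subtracted and detrended within the array, and it was not scaled between arrays. The authors also gave a series matrix of log2 values, which the methods attribute to GeneSpring. Differences between arrays in that matrix correlated at 1.00 with those of the log2 signal shifted to the 75th percentile of each array, except that the columns of KHSRP siRNA arrays 3 and 4 matched the scanner values of each other. Both belong to the same group, and the numbers used here are those of the scanner files.

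The scanner values were used for all comparisons, and the series matrix for an alternative. Control spots and spots that the scanner software marked as outliers were left out. The remaining spots were log2-transformed, averaged per probe and expressed relative to the 75th percentile of all non-control probes on the array. A level of 0 is therefore the signal of a probe at that percentile. A probe was tested when at least 0.5 of its spots were well above background, by the scanner's own criterion, on all 4 arrays of at least 1 group. Probes were joined to gene symbols through their RefSeq accessions with the annotation of assembly GRCh38.p14, which was used for names and for the order of genes along chromosomes. A symbol was found for 27241 of 42405 non-control probes (64.2%), and 1061 probes with a RefSeq accession had none. Where a gene had several tested probes, the one with the highest mean level over the 8 arrays stood for it.

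Group means were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no block), with Benjamini-Hochberg adjustment over all tested probes. A probe is said to be called when its adjusted p was under 0.05. The level of KHSRP was also compared by an exact permutation test (two-sided), for which 4 arrays against 4 allow no p under 0.0286. Lists of genes were tested with camera at a preset correlation of 0.01, adjusted over 5 lists, and again with fry and with an estimated correlation. The 5 include the predicted miRNA targets, which the study chose on these arrays. A low p there eases the adjustment of the other lists. Other steps used Python 3.11.15.

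The groups, tests, thresholds, lists and most alternatives were fixed before the data were examined. So was the rule for single genes: the 5 largest rises and 5 largest falls among called probes with a symbol that were well above background and unsaturated on all 8 arrays and whose groups did not overlap. Of the tested probes, 850 met these criteria. Added to these were the 2 probes per direction with the largest bound among probes well above background on all 4 arrays of one group and none of the other. The rule also covered the short lists, and in each longer list the 3 genes with the largest change among those called. For a probe well above background in 1 group only, the bound compares that group's mean with the mean of the other group, each of whose arrays was set to its own lowest level of any probe well above background where the probe was dimmer than that, so it is given as at least so many fold.

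The 9 lists were the 12 regulators of epithelial-mesenchymal transition (EMT) that the study followed, its predicted miRNA targets, 4 further genes among those whose proteins it measured by blot (CDKN1A, CDKN1B, CDH1 and ZEB1), epithelial markers, mesenchymal markers, interferon-response genes, AU-rich early-response mRNAs, miRNA host and processing genes, and the KHSRP family. The study picked the first pair of lists from these arrays. All 12 EMT regulators are among the predicted targets, as are DICER1, FUBP1 and the mesenchymal marker COL5A2.

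Alternatives covered the scaling between arrays (quantile normalization, the median, and the 75th percentile over detected probes), normexp background correction with an offset of 50, the series matrix values, the filter on dim probes, the slide or the replicate number as a block, array weights, an intensity trend with robust variance, the methods' t-test, the probe that stands for a gene, the test of lists, and leaving out each array in turn. The methods name Student's t-test in general, but no test for the arrays. The normexp setting used the median spot brightness, since the files hold no mean brightness. That change, the block numbered as in the series matrix, and fry with that block were chosen after seeing the data. A planned comparison of genes with and without sites for the miRNAs in their untranslated regions was not run, since no transcript sequences were used.

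The fit was tested on simulated data of 18760 probes, 200 of them changed. Without a block it recovered 74% of the changed probes, none of them with the wrong sign, and 13 calls (8.08%) were false. With variation shared by pairs of arrays it recovered 70% without a block, with 0 false calls. With a block it recovered 88.5%, and 13 calls (6.84%) were false. In 100 draws of lists of 40 genes shifted by 0.3 on the log2 scale, camera and fry each called 100% at an unadjusted p under 0.05. They called 2.75% and 4.75% of unshifted lists. The simulated genes varied independently, so these shares do not cover lists whose genes vary together.

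The number of arrays limits the precision.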

Results

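KHSRP was silenced in KYSE850 cells, and the mRNA of 4 cultures given KHSRP siRNA was compared with that of 4 given control siRNA. Each array held 62976 spots, 58717 of them for 42405 probes other than controls. Between 19145 probes (45.1%, KHSRP siRNA replicate 4) and 20938 probes (49.4%, KHSRP siRNA replicate 1) were well above background on an array. The signal at the 75th percentile ranged from 87.7 on KHSRP siRNA replicate 4 to 117 on control siRNA replicate 2. No spot was saturated on any of the 8 arrays, and 265 to 346 spots per array carried an outlier mark. Replicates 1 and 2 of both groups were on one slide and replicates 3 and 4 of both groups on another, so that slide and group were not confounded. The filter left 18761 probes for testing, of which 15488 had a symbol, for 12125 genes.

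The comparison first addressed how far KHSRP mRNA fell. At probe A_23_P16157 the log2 level was 6.08 ± 0.24 (SD, n = 4) with control siRNA and 2.71 ± 0.19 (SD, n = 4) with KHSRP siRNA. The log2 fold change was -3.37 (SE 0.16, adjusted p = 5.95e-05), a 10.4-fold fall that left 9.66% of the control level. All 4 KHSRP siRNA arrays lay below all 4 controls (exact permutation p = 0.0286, two-sided, the smallest p the design allows). The alternative that moved the change most toward 0 left out control siRNA replicate 3 and gave -3.27. With slide as a block the probe stayed past the threshold.

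A dimmer KHSRP probe, A_24_P134235, was well above background on 4 of 4 control arrays and on 0 of 4 KHSRP siRNA arrays, and its signal was at least 5.83-fold lower. Its group means were -1.23 ± 0.42 and -3.91 ± 1.01 (SD, n = 4 each). It was called (adjusted p = 0.0147), but not under normexp background correction, with the replicate number as a block, or without control siRNA replicate 1, where the adjusted p was 0.055.

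**Figure D1:**
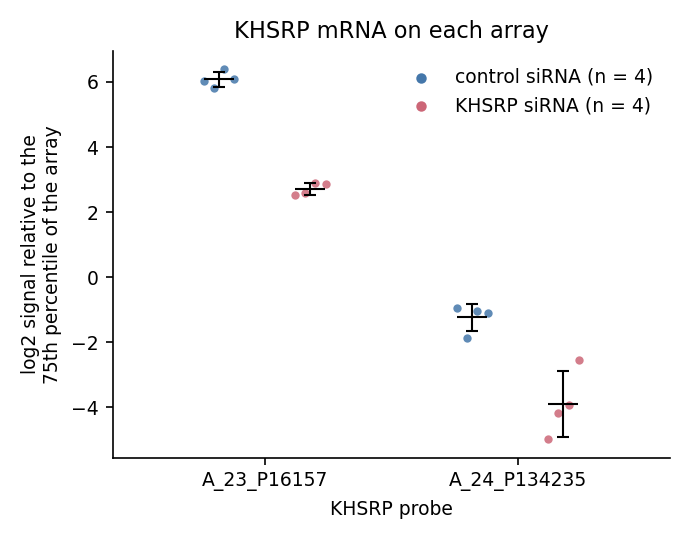
The log2 signal relative to the 75th percentile of the array is plotted for both KHSRP probes, with 1 point per array and a bar and whiskers for the mean and SD of each group (n = 4). At A_23_P16157 the group means are 6.08 with control siRNA and 2.71 with KHSRP siRNA.

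The next question was how many mRNAs differed after knockdown. Of the 18761 tested probes, 1039 (5.54%) were called, 360 of them higher and 679 lower with KHSRP siRNA. Called probes that differed by over 1.5-fold numbered 284 higher and 585 lower, for 235 and 488 genes. By size alone, without a test, 877 probes were higher and 1197 lower by over 1.5-fold, for 667 and 944 genes. An unadjusted p under 0.05 was found for 3677 probes. The groups did not overlap for 2773 probes (1143 higher and 1630 lower), where chance gives a share of 2.86% of those tested, and these included all 869 probes called at over 1.5-fold. Over 4-fold, 2 called probes were higher and 26 lower. The median log2 fold change of all tested probes was 0.012. With slide as a block 1169 probes were called. The planned block by the replicate numbers of the scanner files called 156, and a block by those of the series matrix, chosen after the data were seen, called 5644.

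**Figure D2:**
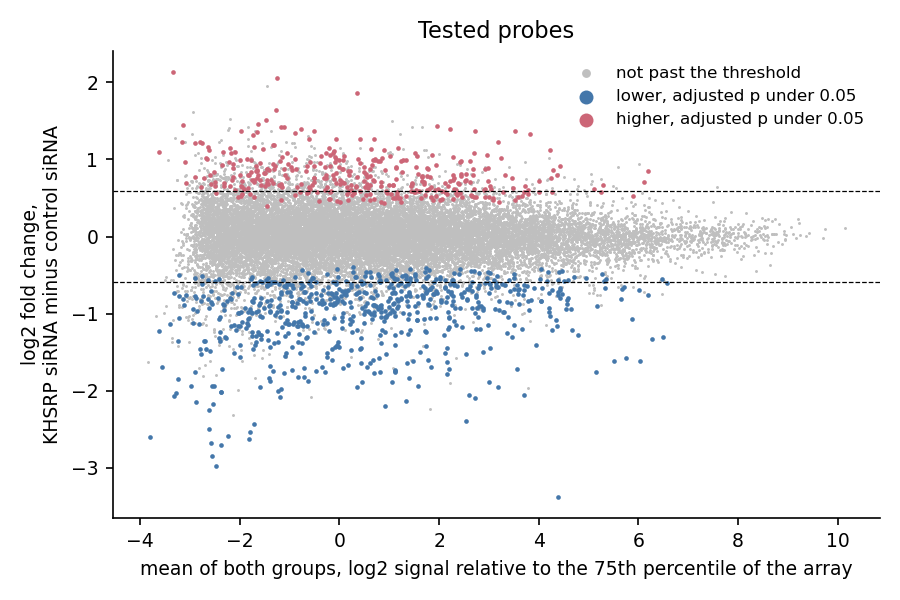
Each point is 1 of 18761 tested probes, by its mean log2 level over both groups and its log2 fold change, KHSRP siRNA minus control siRNA, with dashed lines at 1.5-fold. Coloured points mark the 360 probes called higher and the 679 called lower.

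Among probes bright enough in both groups, KCNE5 rose most, by a log2 fold change of 2.06 (A_23_P256641, SE 0.19, adjusted p = 0.00102), from -2.28 ± 0.24 to -0.23 ± 0.30 (SD, n = 4 each). SPRYD4, one of the study's predicted miRNA targets, rose by 1.86 (A_23_P411612, SE 0.15, adjusted p = 6.56e-04), from -0.58 ± 0.25 to 1.28 ± 0.11. The log2 fold change was 1.47 for IL6R (A_33_P3288844), 1.44 for MPRIP (A_23_P15348) and 1.43 for LOC100129534 (A_33_P3271395), with adjusted p from 0.00108 to 0.00885. None of the 4 other tested MPRIP probes was called, with log2 fold changes from 0.27 to 0.77, but all 4 were with the block numbered as in the series matrix (adjusted p from 0.00476 to 0.0463). After KHSRP itself, the largest falls were those of MTHFS (A_23_P163380), with a log2 fold change of -2.39 (SE 0.11, adjusted p = 5.95e-05), from 3.74 ± 0.08 to 1.35 ± 0.11, and of ITGB1 (A_23_P104199), with -2.19 (SE 0.11, adjusted p = 8.72e-05), from 2.004 ± 0.11 to -0.19 ± 0.12. SCARNA9 (A_33_P3290443) changed by -2.13 (adjusted p = 0.0317), but it was called in 2 of 8 settings that left out an array, those without control siRNA replicate 3 or KHSRP siRNA replicate 3. PPP6C (A_23_P355385) changed by -2.10 (adjusted p = 6.56e-04), and its other tested probe was also called. For each of these genes all 4 KHSRP siRNA arrays lay on one side of all 4 controls.

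Some probes were well above background in 1 group only, 7 on all KHSRP siRNA arrays and no control, and 26 on all controls and no KHSRP siRNA array. The largest bounds for rises were at least 3.82-fold for NR2E3 (A_23_P205867) and at least 2.72-fold for VESTAR (A_23_P408232). The largest for falls were at least 7.58-fold for PPP6C (A_24_P81298) and at least 6.36-fold for CTAG1A (A_23_P148541), whose near-identical copy CTAG1B leaves open which gene was read.

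The study followed 12 regulators of EMT, the change of epithelial cells toward a mobile state, as genes that rise after knockdown. Apart from the arrays, it reported their rise by qPCR, and higher BMP6, PDCD4 and TIMP3 protein by blot. All 10 that could be tested on the arrays were higher with KHSRP siRNA, by log2 fold changes from 0.60 for EZH1 to 1.21 for TIMP3, each over 1.5-fold. Of these, 3 were called, namely BTG2 (0.72, SE 0.12, adjusted p = 0.0110), PDCD4 (1.18, SE 0.26, adjusted p = 0.0341) and RFFL (0.997, SE 0.13, adjusted p = 0.00459). Adjusted over the list alone, 8 passed, which is not independent evidence since the study chose the list on these arrays. In 4 of the 10 genes all 4 KHSRP siRNA arrays lay above all controls. TIMP3 (adjusted p = 0.275, group means -1.56 ± 0.85 and -0.35 ± 0.98, SD, n = 4 each) and BMP6 (0.66, adjusted p = 0.197) were not called. PDCD4 was called in 2 of 8 settings that left out an array, those without control siRNA replicate 4 or KHSRP siRNA replicate 1. LTBP1 and NEO1 were too dim to be tested: NEO1 was well above background on 0 of 8 arrays, and the brighter LTBP1 probe on 1 control and 2 KHSRP siRNA arrays. The block by the replicate numbers of the scanner files called 0 of the 10 in limma (adjusted p from 0.0592 to 0.425), and that numbered as in the series matrix called 10.

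**Figure D3:**
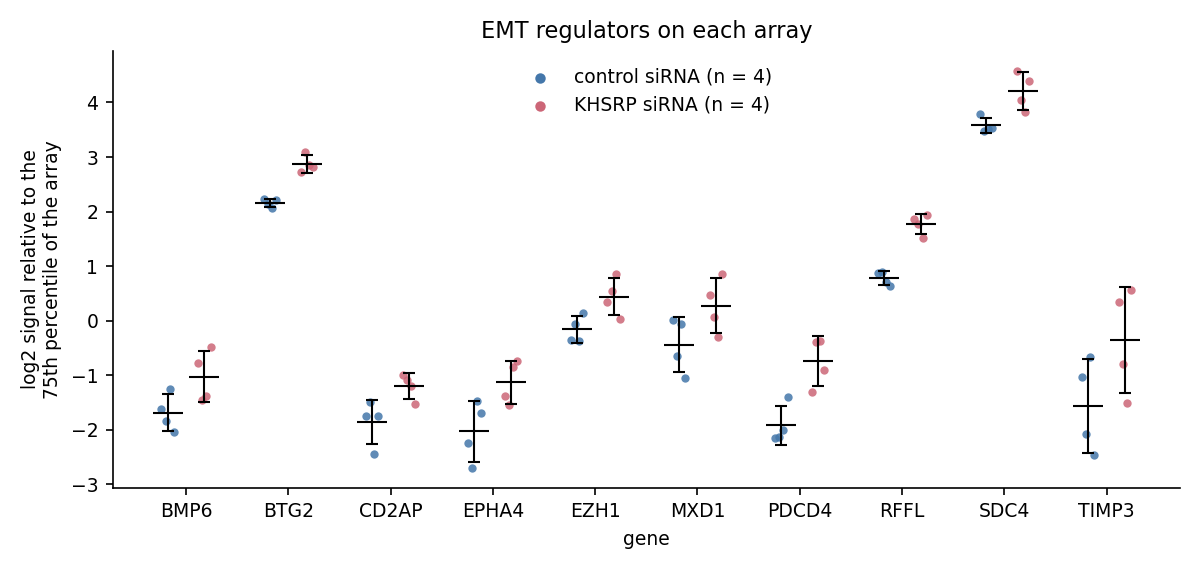
The log2 signal relative to the 75th percentile of the array is plotted for the 10 tested EMT regulators, with 1 point per array and a bar and whiskers for the mean and SD of each group (n = 4). All 10 means are higher with KHSRP siRNA, by 0.60 to 1.21.

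The study measured several proteins by blot, and for CDKN1A, CDKN1B, CDH1 and ZEB1 the question was whether the mRNA changed too. Of these 4 genes, 0 were called by limma over all probes and 0 adjusted over the list alone, and 2 had an unadjusted p under 0.05. CDH1, which encodes E-cadherin, was higher by 0.55 (SE 0.18, adjusted p = 0.135), with all 4 KHSRP siRNA arrays above the controls. ZEB1 changed by -0.37 (SE 0.16, adjusted p = 0.242). CDKN1A (0.12, adjusted p = 0.885) and CDKN1B (-0.03, adjusted p = 0.969) differed by less than their SE. The sign of CDKN1A flipped without control siRNA replicate 3 or KHSRP siRNA replicate 2, to -0.04 and -0.08, and that of CDKN1B without control siRNA replicate 4, KHSRP siRNA replicate 2 or KHSRP siRNA replicate 4, to 0.18, 0.05 and 0.01, and with array weights. With the block numbered as in the series matrix, CDH1 and ZEB1 were called.

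Among miRNA host and processing genes, 9 of 12 were tested, and MIR21, MIR130B and MIR301A had no probe. SKA2, which hosts miR-301a, was the 1 gene called (SKA2 A_32_P55860), with a log2 fold change of -0.84 (SE 0.15, adjusted p = 0.0175), and its other tested probe was called as well. It fell short of the threshold without control siRNA replicate 1, 2 or 3 or without KHSRP siRNA replicate 4, with an adjusted p from 0.0508 to 0.0645. VMP1, which hosts miR-21, changed by -0.05 (adjusted p = 0.916). DICER1 was higher by 0.61 (adjusted p = 0.0931) and XPO5 lower, with a log2 fold change of -0.43 (adjusted p = 0.121), though its other tested probe, A_33_P3228366, was higher by 0.24 (SE 0.30, adjusted p = 0.765). The changes of DROSHA, DGCR8, TARBP2, AGO1 and AGO2 ranged from -0.08 to 0.40 and none was called. The changes of DROSHA and AGO2 were so near 0 that the scaling set their sign: it flipped for DROSHA under quantile normalization and the 75th percentile of detected probes, and for AGO2 under median scaling. Adjusted over the list alone, 3 of the 9 passed (SKA2, DICER1 and XPO5), which for DICER1, one of the study's predicted targets, is not independent evidence. Over all probes, the block by the scanner file numbers called 0 and that numbered as in the series matrix 4.

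In the KHSRP family, FUBP1 was higher by 0.98 at A_23_P45699 (SE 0.20, adjusted p = 0.0262), and its other tested probe was also called. A_23_P45699 was called in 2 of 8 settings that left out an array, those without control siRNA replicate 4 or KHSRP siRNA replicate 4. FUBP3 was lower, with a log2 fold change of -0.35 (SE 0.11, adjusted p = 0.123). Adjusted over the list alone, both passed; for FUBP1, which is among the predicted targets that the study chose on these arrays, this is not independent evidence. The block by the scanner file numbers called neither (adjusted p 0.131 and 0.262), and that numbered as in the series matrix called both.

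The longer lists asked whether groups of genes shifted together. The study predicted targets of miR-301a, miR-130b and miR-21, and 70 of the 76 were tested. Their median log2 fold change was 0.71, and 67 were higher (camera adjusted p = 3.50e-24). In this list 24 genes were called, each of them higher, and 51 adjusted over the list alone, which is not independent evidence because the study took the list from genes that were higher on these arrays. The median was 0.77 for targets of miR-21, 0.68 for miR-130b and 0.67 for miR-301a. After SPRYD4, the largest changes among the called were those of PDCD4 and PLD1 (A_33_P3320062, 1.17, adjusted p = 0.00504). Normexp background correction moved the median most, to 0.47.

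The 32 tested interferon-response genes had a median of 0.34, and 28 were higher (camera adjusted p = 0.00376). This call did not hold under fry (adjusted p = 0.199) or with an estimated correlation (adjusted p = 0.518), nor under camera without KHSRP siRNA replicate 1 (median 0.22, adjusted p = 0.0663) or replicate 4 (median 0.27, adjusted p = 0.0522). The call of the predicted targets held under both other tests, but that list was taken from genes higher on these arrays. Adjusted over the list alone, 0 genes passed in limma, where 6 had an unadjusted p under 0.05. The 28 tested AU-rich early-response mRNAs had a median of 0.14, with 20 higher (camera adjusted p = 0.0826), and camera passed the threshold without control siRNA replicate 1, KHSRP siRNA replicate 2 or KHSRP siRNA replicate 3, with an adjusted p from 0.0128 to 0.0247. In this list 4 genes were called and 6 adjusted over the list alone. The 3 with the largest changes were IER3 (A_23_P42257, -1.06, adjusted p = 0.0470), HBEGF (A_24_P140608, 0.91, adjusted p = 0.0484) and ZFP36L1 (A_23_P99540, 0.67, adjusted p = 0.00851). The probes of IER3 and HBEGF were each called in 1 of 8 settings that left out an array, and that of ZFP36L1 in 8.

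The 15 tested epithelial markers had a median of 0.17 with 8 higher (camera adjusted p = 0.416) and 0 called by limma. Adjusted over the list alone 0 passed, and CDH1 was the 1 gene with an unadjusted p under 0.05. The 15 tested mesenchymal markers had a median of -0.09 with 5 higher (camera adjusted p = 0.653). MMP9, the 1 gene called there, changed by -1.16 (SE 0.18, adjusted p = 0.00897). Its probe was dim, well above background on 3 of 4 KHSRP siRNA arrays. MMP9 was not called under normexp (-0.29, adjusted p = 0.0947) or with the block by the scanner file numbers (adjusted p = 0.0723). Adjusted over the list alone 2 genes passed, MMP9 and COL5A2, which was higher by 0.70. For COL5A2, one of the study's predicted targets, this is not independent evidence. Both medians changed sign without control siRNA replicate 3, to -0.04 and 0.15, and the mesenchymal median also without KHSRP siRNA replicate 3, to 0.02. With the block numbered as in the series matrix, 6 epithelial markers (5 higher) and 3 mesenchymal markers (1 higher) were called. The same block called 62 predicted targets, all higher, 12 interferon-response genes (10 higher) and 10 AU-rich early-response mRNAs (8 higher).

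**Figure D4:**
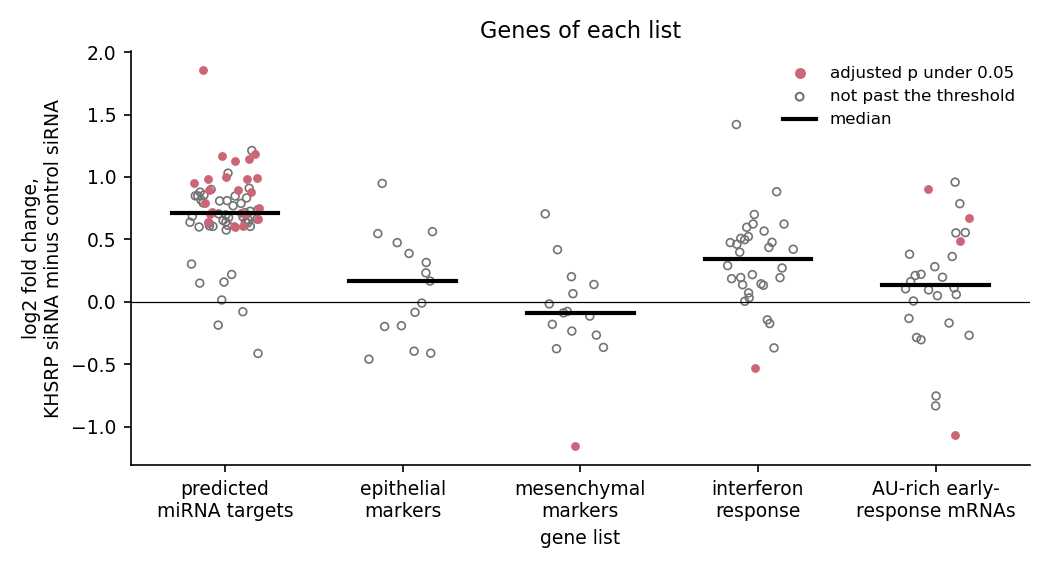
Each point is 1 tested gene of a list, by its log2 fold change, KHSRP siRNA minus control siRNA, with filled points for genes called and a bar for the list's median. The medians are 0.71 for predicted miRNA targets, 0.17 for epithelial markers, -0.09 for mesenchymal markers, 0.34 for interferon response and 0.14 for AU-rich early-response mRNAs.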

Values the study reported

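The study reported 560 genes higher and 750 genes lower by over 1.5-fold after knockdown in KYSE850 cells. It counted 77 of the higher genes as predicted targets of miR-21, miR-130b or miR-301a, with 40, 39 and 43 for each. From these it followed 12 genes linked to EMT, and reported them higher after knockdown by qPCR. By blot, the BMP6, PDCD4 and TIMP3 proteins were higher too. It also reported 26 miRNAs that were lower after knockdown.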

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

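In this part, the test of the number of outlying values against chance and the comparison with same-numbered arrays were chosen only after the result was seen.

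In 6 of 90 groups of 4 arrays, 1 array lay so far from the other three that its gap to the nearest, divided by the range of the group, passed the limit of Dixon's test. Chance gives this in about 1 in 20 groups. Control siRNA replicate 2 was low at the dim KHSRP probe, at -1.86 against -1.10 for the nearest control (ratio 0.832), and at SPRYD4, at -0.96 against -0.51 (ratio 0.830). KHSRP siRNA replicate 4 was low at ITGB1, at -0.37 against -0.14 (ratio 0.900). Control siRNA replicate 3 was high at ZEB1, at 1.75 against 1.36 (ratio 0.849), and at DROSHA, at 4.53 against 4.15 (ratio 0.948). Control siRNA replicate 4 was low at SKA2, at 0.16 against 0.42 (ratio 0.831).

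Without the outlying array, 4 of the 6 probes remained past the threshold. KHSRP A_24_P134235, whose fall is a bound because it was dim on the KHSRP siRNA arrays, then had an adjusted p of 0.0322. The log2 fold change was 1.73 for SPRYD4 A_23_P411612 (adjusted p = 0.00212), -2.13 for ITGB1 A_23_P104199 (adjusted p = 7.44e-04) and -0.91 for SKA2 A_32_P55860 (adjusted p = 0.0306). Over all alternatives the highest adjusted p was 0.0935 for the dim KHSRP probe, 0.0334 for SPRYD4, 0.0182 for ITGB1 and 0.0882 for SKA2. ZEB1 A_33_P3374723 was not called with or without control siRNA replicate 3 (-0.27 without it), and DROSHA A_23_P133596 changed sign without it, to 0.10.

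Chance alone may account for the number of outlying values, since as many or more had an exact binomial p of 0.295 (one-sided). That test treats the groups as independent, although arrays and probes recur in them. Variation shared by arrays with the same number in the series matrix is another candidate explanation. In 4 of the 6 cases (KHSRP, SPRYD4, ZEB1 and DROSHA) the same-numbered array of the other group deviated the same way from its group mean, and in ITGB1 and SKA2 it did not, so that 6 values are too few to decide. The array's own brightness was not tested for single probes, and no biological explanation was tested for a difference within a group.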

How the results depend on the processing

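In this part, the block numbered as in the series matrix, fry with that block, and normexp on the median spot brightness were chosen only after the data were seen. In all, 26 alternatives were run, 8 of which left out 1 array. The planned comparison of genes by miRNA sites and its alternatives, and normexp on the mean spot brightness, were not run.

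The fall of KHSRP at A_23_P16157 stayed past the threshold in each of its alternatives, with log2 fold changes from -3.46 to -3.27 and a highest adjusted p of 0.0126. The median of predicted miRNA targets ranged from 0.47 to 0.75 and kept its call in 24 of 24, with a highest adjusted p of 5.49e-04. The study took that list from genes that were higher on these arrays, so this is not independent evidence. Of 41 other single genes and probes followed, 21 were called. With the KHSRP probe A_23_P16157 counted in, 11 genes and probes stayed called in each setting, leaving the replicate block as numbered in the scanner files out of this count. The series matrix values left 41 of the 41 on their side of the threshold, and the intensity trend with robust variance did too.

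Median scaling called 570 probes, with 98 higher by over 1.5-fold, 0 genes of the KHSRP family, and the AU-rich list at 0.063 (adjusted p 0.0467, against 0.0128 to 0.518 over its alternatives). Under it 17.2% of the called probes were higher, against 34.6%, and the median of tested probes was -0.062. AGO2 A_23_P112159 reversed to -0.010. DROSHA A_23_P133596 reversed to 0.024 under quantile normalization, to 0.019 under the 75th percentile of detected probes and to 0.0080 with array weights, where CDKN1B A_23_P204696 reversed to 0.021. Normexp called 103 probes higher and 347 lower by over 1.5-fold, and 186 and 494 by size alone. The offset that it adds shrinks fold changes of dim probes by construction. Median scaling and the 75th percentile of detected probes move the log2 fold change of every probe by the same amount, so the reversals under them follow by construction and say nothing about these genes. Otherwise the cause was not tested for these settings.

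Without a filter, 42405 probes were tested and 319 called, 86 higher and 233 lower by over 1.5-fold, and 2801 higher and 2136 lower passed by size alone. The count called was then 1 for EMT regulators, 0 for miRNA hosts and processing and 0 for the KHSRP family. The adjustment then covers more probes, and the added ones are dim. Signal over background thus limits the counts: under 50 percent of the probes of an array were well above background, and the change of a dimmer probe was either untested or a bound.

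The replicate number of the scanner files as a block called 156 probes, 30 higher and 126 lower by over 1.5-fold, 0 EMT regulators, 0 miRNA hosts and processing genes and 0 of the KHSRP family, while the AU-rich list at 0.14 passed (adjusted p 0.0445). The adjustment of that list's p, here and under median scaling, was eased by the predicted targets, which were chosen on these arrays. The scanner file numbers do not pair the arrays: after subtracting group means, same-numbered arrays correlated across probes at 0.52, 0.43, -0.67 and -0.64. Numbered as in the series matrix, they correlated at 0.52, 0.43, 0.83 and 0.84, where probes are not independent replicates. That block called 5644 probes, among them the 1039 with the same sign, with 787 higher and 1076 lower by over 1.5-fold, 10 EMT regulators, 2 genes measured by blot, 4 miRNA hosts and processing genes and 2 of the KHSRP family. It lowered the median residual SD from 0.264 to 0.123, and the file numbers to 0.254. With slide as a block 2 miRNA hosts and processing genes were called, a change whose cause was not tested.

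Student's t-test, which the methods do not name for the arrays, gave 3710 probes at an unadjusted p under 0.05. Of these, 535 were higher and 884 lower by over 1.5-fold, since nothing was adjusted. After adjustment it gave 1081. The interferon median of 0.34 was past the threshold under camera alone, and its adjusted p was 0.199 under fry, 0.518 with an estimated correlation and 0.119 under fry with the block numbered as in the series matrix. These tests allow for correlation among the genes of a list.

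Leaving out 1 array called 491 (without control siRNA replicate 1) to 741 probes, with 132 to 224 higher and 358 to 521 lower by over 1.5-fold. Fewer arrays were then compared, which lowers the power by construction. The count was 0 to 1 for miRNA hosts and processing and 0 to 1 for the KHSRP family. The interferon median ranged from 0.22 to 0.50 and fell short without KHSRP siRNA replicate 1 (adjusted p 0.0663) or 4 (0.0522). The AU-rich median ranged from 0.031 to 0.31 and passed without control siRNA replicate 1 or KHSRP siRNA replicate 2 or 3. The epithelial median ranged from -0.042 to 0.22, reversed without control siRNA replicate 3, and the mesenchymal from -0.33 to 0.15, reversed without that array or KHSRP siRNA replicate 3. Changes whose sign was not stable ranged from -0.079 to 0.33 for CDKN1A, -0.18 to 0.18 for CDKN1B, -0.12 to 0.018 for VMP1 (reversed without control siRNA replicate 2 or KHSRP siRNA replicate 4), -0.069 to 0.099 for DROSHA (control siRNA replicate 3, KHSRP siRNA replicate 1 or 2) and -0.21 to 0.029 for DGCR8 (control siRNA replicate 4, KHSRP siRNA replicate 1 or 4). These fits had no block, so an array left out leaves its same-numbered partner in. In the 4 pairs numbered as in the series matrix, CDKN1A was higher with KHSRP siRNA in 4. With that block its adjusted p in limma was 0.283. CDKN1B and DROSHA were higher in 2 of the pairs, and VMP1 and DGCR8 in 1. The cause of the sign changes and of the moves of the lists was not tested.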

Other observations

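In this part, the tests of the array numbers, of slide and scan, of shared variation in the interferon list, of the neighbouring window medians and of the other splits of the arrays were chosen only after the result was seen.

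The columns of KHSRP siRNA arrays 3 and 4 in the series matrix matched the scanner files of each other at a correlation across probes that rounds to 1, and their own at -0.14. An exchange of these numbers in one of the deposits may explain this. With the series matrix numbers, the lowest correlation of deviations from the group means among the 4 same-numbered pairs was 0.433, while with the scanner file numbers 2 of the 4 pairs were negative. The data do not show which deposit holds the intended numbers, and the groups are the same in both. No biological explanation was tested.

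The 8 arrays fell into 2 sets that cross the siRNA groups. The first principal component after subtracting group means held 65.1% of the variance. Its scores were 0.17 and 0.36 for control siRNA replicates 1 and 3 and 0.18 and 0.37 for KHSRP siRNA replicates 1 and 4, against -0.21 and -0.32 for control siRNA replicates 2 and 4 and -0.21 and -0.34 for KHSRP siRNA replicates 2 and 3. Pairs of control siRNA arrays from different sets had from 100 (replicates 1 and 2) to 467 (replicates 3 and 4) probes over 4-fold apart. Within a set, control siRNA replicates 1 and 3 had 16, and replicates 2 and 4 had 78. INHBA, a predicted target chosen after its values were seen, was at 2.48, 0.20, 3.14 and -0.78 in control siRNA replicates 1 to 4 and at 3.69, 1.42, -0.10 and 4.15 in KHSRP siRNA replicates 1 to 4.

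Slide and scan cannot explain these sets, since splitting the arrays by slide called 14 probes and splitting them by set called 4532. Array brightness is argued against too, since the share of the first component was 65.7% after quantile normalization, which gives each array the same brightness distribution, and 57.9% under median scaling. Gain or loss of chromosome regions remains a candidate explanation. In 243 windows of 50 neighbouring genes, the variance of the mean loading on this component was 4.19 times that of shuffled genes, against 2.01 times for the knockdown change and an upper limit of 1.19 for shuffled loadings (permutation p = 1e-05 for both, the smallest that 100000 permutations can give). Medians of neighbouring windows correlated at 0.61 for the loading and at 0.14 for the knockdown change, over 198 pairs of windows. GC content and clusters of co-expressed genes also run along chromosomes and were not tested, and genes are not independent. Cells of the other sex cannot be told apart from none. Of the probes of Y-linked genes or XIST, 0 were well above background on all arrays of one set and none of the other. A probe for EIF1AY was seen on 8 of 8 arrays, and a probe for DDX3Y on control siRNA replicate 1 alone. The other probes of these genes were near the floor. The labels name no difference between the sets.

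Splits of the 8 arrays into 4 and 4 number 35. As many called probes as in the real split came from 2 of the 35, as did as many higher and as many lower by over 1.5-fold, so that chance cannot be excluded for these counts from the splits alone. The other split was the one by the 2 sets of arrays, with 4532 calls, and 32 splits gave no call in limma. Only 8 splits part all 4 pairs numbered as in the series matrix, and the other 7 gave 0 calls with or without that block, where the real split gave 5644 and 1039. The others differ in that each mixes the siRNA groups. With 8 splits no share can fall under 0.05.

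The count of EMT regulators called and the median of predicted miRNA targets were each reached by 1 of 35 splits. The study chose both lists from this contrast, which puts the real split first, so that these counts decide nothing about chance. Chance could not be excluded for the medians of the interferon list (2 of 35), the AU-rich list (14 of 35), the epithelial markers (23 of 35) and the mesenchymal markers (22 of 35). The interferon median under fry had an adjusted p of 0.199, which is consistent with genes of that list varying together between arrays whatever the siRNA. Both groups received an siRNA, so an effect of transfected RNA common to both would not part them. A difference between the siRNAs in such an effect was not tested and remains open.

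Called falls over 4-fold outnumbered rises, by 26 to 2. Scaling between arrays cannot explain this, since the smallest number of falls over 4 scalings was 24, beside 2 rises, and median scaling gave 33 and 1. Normexp, which shrinks changes of dim probes, gave 3 falls and 0 rises. Among probes well above background on all 8 arrays there were 8 falls and 1 rise, a filter that itself removes probes that fall below background. The replicate block of the scanner file numbers gave 16 falls and 2 rises. An effect of KHSRP and one of its siRNA on other mRNAs were not separated, since the labels do not name the siRNA of each array.

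Of 2720 genes with more than 1 tested probe, 297 had a called probe and 77 more than 1. In 2 genes, chosen after their values were seen, called probes went in opposite directions: ALG13 (0.78 and -1.32) and HS2ST1 (0.76 and -2.01). The HS2ST1 probe that fell was well above background on 1 of 4 KHSRP siRNA arrays. With the block numbered as in the series matrix, 526 genes had more than 1 called probe, and in 41 of them the directions were opposite. Probe sequences were not compared, so a switch between transcripts and reads from another gene were not tested.

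Fewer genes were called at over 1.5-fold here than the study counted, both higher (235) and lower (488). By size alone the counts here, 667 and 944, were above those of the study, and its filter on dim probes was not known. The methods name no test for the arrays. Student's t-test at an unadjusted p under 0.05 gave 535 probes higher and 884 lower by over 1.5-fold. The block numbered as in the series matrix gave 787 and 1076. These are counts of probes, while the study counted genes.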
